A study of Sus scrofa with 188 samples. Its data were reported in "Functional analysis and transcriptional output of the Göttingen minipig genome" (2015).

How the data were processed

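RNA from 18 tissues of 12 untreated Göttingen minipigs, 6 females and 6 males, had been measured on one-colour arrays, each hybridised with Cy3-labelled cDNA of a single tissue sample. The arrays belong to a custom NimbleGen design with 5 probes for each probe set and lie on 19 slides. The authors had amplified total RNA before labelling. Per the labels the animals were 1 year old and weighed about 20 kg. Tissue, sex and animal were taken from the labels, and every array entered at least 1 comparison. The titles of 2 arrays, liver replicate 12 and gall bladder replicate 2, end in the word bad, and the sources used here give no reason. Both were kept, and leaving them out was tried as an alternative after this was seen. The 25 arrays called in doubt are the male arrays that carry testis transcripts, arrays with a low correlation to their own tissue and the lung arrays whose columns look exchanged. The labels name 8 animals with a number appended and 4 without one, and these names were used as 2 sets of animals. The labels of 9 kidney arrays name medulla and cortex, and those of 3 kidney arrays name no part.

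The authors computed the values with RMA (background correction, quantile normalisation and a summary of the probes of a set), and no version of RMA is stated. The deposited series table holds 24487 probe sets as log2 values for all arrays, without control probes. The deposited files of single arrays hold the same probe sets together with random control probes, as linear intensity for 142 arrays and as log2 for 46 arrays, which was settled from their ranges. Array medians ran from 7.83 to 9.14 log2 in the series table and from 7.86 to 9.60 log2 in the array files, so the series table was used throughout and the array files served as an alternative. The array files of lung replicates 8 and 9 each matched the other's column of the series table best. The columns were kept as labelled, and the exchange was tried as an alternative.

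Gene names come from the annotation column of the array files. Of 17287 genes, 16968 carried a symbol and 319 were unnamed probe sets, which are counted but not named. Of the named genes, 14131 were found in the pig reference table. For the 5057 genes with several probe sets, the set with the highest mean over all arrays stood for the gene. For 2560 of these genes at least 1 further probe set correlated with the chosen one by less than 0.5 over the tissue means. The detection limit was 6.64 log2, the 95th percentile over arrays of the random-probe signal after it had been carried to the scale of the series table by rank. The 96 probe sets for ERCC control transcripts lay 0.46 log2 below the random probes (median), and their own limit was 6.69 log2. A gene was tested when its mean exceeded the limit in at least 1 tissue, which kept 17188 genes and left out 99. Between 80.2% and 91.9% of the genes exceeded the limit on an array. The number of arrays per group limits the precision of every mean. Where the mean of the dimmer group, or at least 50% of its arrays, lay at or below the limit, the difference of a named gene is given as a lower bound, with each dim array at the higher of the limit and its own signal.

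Tests used limma 3.58.1 in R 4.3.3 (lmFit, eBayes with an intensity trend, Benjamini-Hochberg adjustment, adjusted p under 0.05). A gene was called enriched in a tissue when its mean lay at least 2 log2 units above that of every other tissue and the largest of the 17 adjusted p passed. The same rule was applied to 3 organ pairs. Ovary and testis were compared within the 12 arrays of their shared slide, with a minimum of 1 log2 unit. For sex across tissues and for the sets of animals, each array was set against the mean of its tissue over both sexes. The differences were then averaged per animal over the 16 tissues that both sexes have, so that the 12 animals were the replicates, with sex as a covariate for the sets of animals. Sex within a tissue was fitted for each tissue alone. Tissues and animals form a paired but incomplete design. The labels name the same animals across tissues, but some animals lack an array of some tissues, and ovary and testis share no animal. Arrays of an animal correlated by 0.0315 over tissues after the tissue means had been removed (duplicateCorrelation). Gene lists were tested with camera at the preset correlation and again with an estimated correlation. A gene was called variable in a tissue when the coefficient of variation of its log2 values exceeded 10%, with a bootstrap interval of 95% over animals from 1000 draws. Lists among variable genes were tested with Fisher's exact test, two-sided, in 6 tissues. Descriptive steps, the bootstrap and the plots used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

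All comparisons, gene lists and the rule for named genes were fixed before the data were examined. The rule names the 2 genes with the largest gap per tissue and 3 per organ pair, and the 8 largest folds per direction between ovary and testis among genes without overlap. For sex across tissues it names up to 10 genes per direction. For sex within tissues it names 4 per direction in the 3 tissues with most calls and 1 in each other tissue with a call. It names the 5 largest folds per direction between the sets of animals, and the 4 most variable genes in 6 tissues. From a list it names 2 to 4 members, the highest, the lowest and any against the direction of the list, and it allows every drug target and single gene of the study.

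The procedures were tested on simulated data with 200 changed genes among 17188. For the comparisons of groups these were made from the spread of the real arrays, and the simulated tissues held no effect of animal or slide. Of genes raised in a tissue by 2.5 log2, 85.5% were recovered, and all of those raised by 4 log2 (100.0%). Recovery was 71.0% at 2.5 log2 for the organ pairs. It was 62.5% at 1.5 log2 and 98.0% at 3 log2 for ovary against testis. For sex across tissues it was 69.5% at 0.5 log2 and 98.0% at 1 log2, and for the sets of animals 63.5% and 95.5%. Within a tissue, with the spread of the liver, it was 31.5% at 1 log2 and 87.5% at 2 log2. Of genes made with a coefficient of variation of 15%, 95.0% were called variable with 12 arrays and 81.0% with 6 arrays. There all other genes were given a coefficient of 5% in place of their real spread.

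The alternatives changed the normalisation (quantile normalisation, centring on the array median), the filter on dim genes, the choice of probe set, the source table, the animals or arrays included, the thresholds, the prior on the spread and the blocking by animal or slide. Human arrays, the cross-species normalisation, juvenile animals, proteins and enzyme activity were not used here. Gene Ontology terms were not analysed here, and fixed lists took their place. Some genes named by the rule are not reported here.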

Results

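Transcript levels were measured on one-colour arrays of 18 tissues from 12 untreated Göttingen minipigs, 6 females and 6 males aged 1 year. Heart, jejunum, kidney, liver, spleen and stomach fundus had 12 arrays each. Cerebellum, cerebral cortex, colon, lung, skeletal muscle and urinary bladder had 11, duodenum and gall bladder 10, aorta and thyroid 9, and ovary and testis 6. The animals are the replicates, and the same animals gave the different tissues, though not every animal gave each tissue. Of 17287 genes, 17188 exceeded the detection limit of 6.64 log2 in at least 1 tissue, and between 80.2% and 91.9% of the genes exceeded it on a single array. Levels are given as mean log2 signal ± SD and differences as log2 ± SE.

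The first question was what separates the arrays most. Cerebellum (mean score 159.5) and cerebral cortex (152.2) lay at 1 end of the first principal component, far from jejunum at -72.4. Skeletal muscle (128.8), heart (102.1) and aorta (64.1) led the second component, and liver (143.5) the third. Neural tissue, striated muscle and liver thus spanned the main axes. Stomach fundus had the widest spread of any tissue on the first component (SD 30.4, n = 12). The first 3 components held 38.2% of the variance, with 11.7% in the second and 8.60% in the third, and 30.7% when genes were scaled to unit variance. For the median gene, tissue held 68.4% of the sum of squares, animal 2.48%, sex 0.119% and the residual 28.1%. Most tissues had a slide of their own, so slide and tissue are the same split for them.

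**Figure D1:**
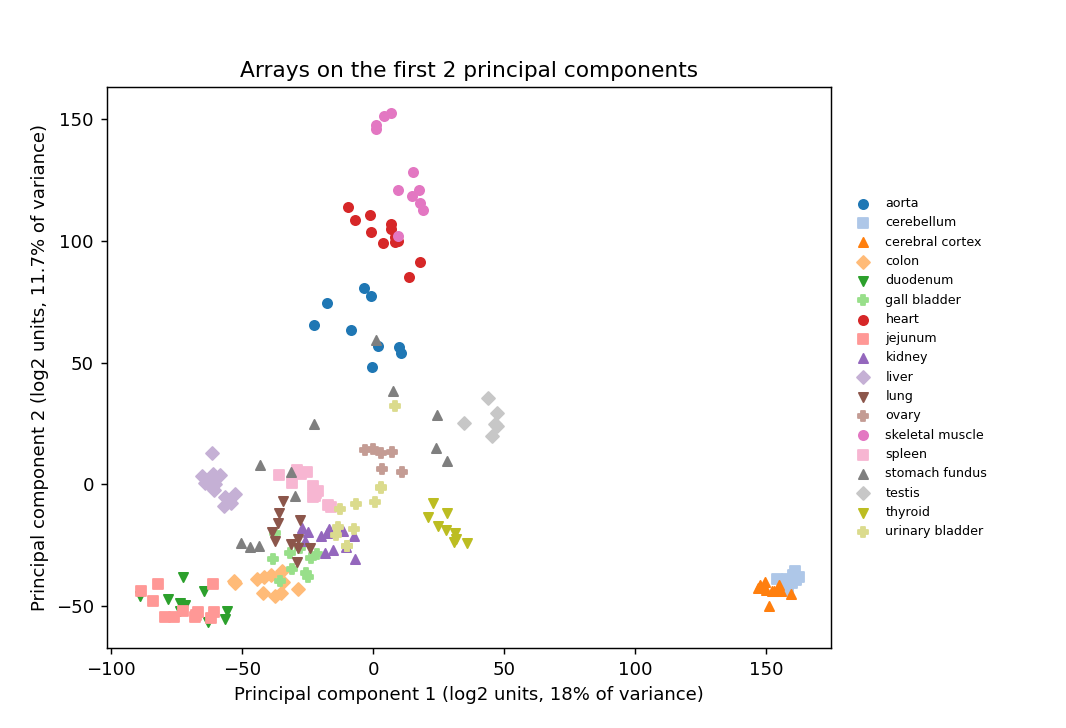
Scores of all arrays on the first 2 principal components, in log2 units, coloured by tissue. Brain tissues lie apart on the horizontal axis, and skeletal muscle and heart on the vertical axis.

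The next question was which genes set a single tissue apart from all others. AMPD1, an enzyme of muscle purine metabolism, averaged 14.72 ± 0.29 in skeletal muscle (n = 11), at least 7.57 log2 above urinary bladder as the next tissue. In liver TDO2, which degrades tryptophan, stood at least 7.28 above gall bladder (n = 12), and the complement gene C8B 7.37 ± 0.24 above aorta. In testis the germ-cell gene DAZ1 stood at least 6.96 above skeletal muscle and the testis-specific histone HIST1H1T at least 7.05 above lung (n = 6). Some arrays of skeletal muscle and lung carry testis transcripts, so neither gap is exact. Cerebellum was marked by GABRA6, a receptor subunit of granule cells, at 7.13 ± 0.23 (n = 11). AFP, the fetal serum protein, was the gene with the widest gap in gall bladder, at 15.12 ± 0.14 (n = 10) and 6.92 ± 0.26 above duodenum. The identity of its probe set was not checked against sequence.

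In all, 1504 genes were enriched in 1 tissue. Testis held 789 of them, liver 176, cerebral cortex 101, skeletal muscle 66, lung 61, spleen 60, cerebellum 55 and kidney 43. Heart and thyroid held 25 each, urinary bladder 24, aorta and colon 15 each, jejunum 13, stomach fundus 11, duodenum and ovary 10 each, and gall bladder 5. Spleen was led by the macrophage factor SPIC (at least 6.81) and the B-cell receptor gene FCRL5 (5.02 ± 0.25). Thyroid was led by FOXE1 (6.96 ± 0.24) and CALCB (5.31 ± 0.29), kidney by KCNJ1 (at least 6.59) and AQP2 (6.15 ± 0.27), and urinary bladder by the urothelial plaque genes UPK1A (6.63 ± 0.38) and UPK2 (6.17 ± 0.37). Colon showed CA1 (6.61 ± 0.27) and PIP (4.97 ± 0.31), lung SFTPA2 (6.47 ± 0.23) and SCGB3A1 (6.40 ± 0.36), and heart MYL7 (6.46 ± 0.22) and LRRC10 (at least 5.88).

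Among the gut segments, the brush-border protease MEP1A stood 6.86 ± 0.20 above duodenum in jejunum (n = 12), and sucrase-isomaltase SI 3.55 ± 0.31. Duodenum carried TMPRSS15, which activates trypsinogen, at 5.00 ± 0.40 and motilin MLN at 3.89 ± 0.26 (n = 10). Stomach fundus had GKN2 (4.56 ± 0.52) and the proton pump ATP4A (4.32 ± 0.33), but only 6 and 10 of its 12 arrays exceeded every array of the other tissues. MMP7 in gall bladder had a gap of 5.11 ± 0.39, and 0 of its 10 arrays exceeded every other array. Cerebral cortex was marked by SLCO1C1 (5.49 ± 0.21) and DDN (5.09 ± 0.19), and cerebellum also by CNPY1 (5.56 ± 0.20). Ovary carried IBSP (3.65 ± 0.35) and FST (3.44 ± 0.38), and aorta FOXC2 (3.03 ± 0.36) and IQCJ-SCHIP1 (2.52 ± 0.27). In comparisons among all tissues the SE rests on 1 spread per gene shared by the tissues. It is too small where a tissue varies widely, as for IBSP in ovary (SD 2.81, n = 6), where 5 of 6 arrays exceeded every other array. The same holds for PIP in colon (SD 2.37, n = 11) and ATP4A in stomach fundus (SD 2.72, n = 12). MYLPF in skeletal muscle stood 7.15 ± 0.35 above the next tissue.

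Related organs shared a further 407 genes, 312 in the 2 brain tissues, 74 in heart with skeletal muscle and 21 in the small intestine. The brain pair was led by the receptor genes GRIA2 (at least 5.91) and GABRB2 (6.38 ± 0.24) and by FABP7 (6.69 ± 0.33). Heart with skeletal muscle was led by LMOD2 (6.08 ± 0.29), MYH7 (6.07 ± 0.35) and XIRP1 (6.05 ± 0.29). In duodenum with jejunum the lipid carrier FABP2 (6.50 ± 0.26), intestinal phosphatase ALPI (6.32 ± 0.25) and chemokine CCL25 (5.46 ± 0.25) led. These calls came from limma over all arrays, with the largest adjusted p over all other tissues under the threshold. Slide cannot be separated from tissue for most of them.

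Fixed marker lists were then read in their own tissues. All 19 lists were raised in the tissue they belong to, against the mean of the other tissues, both at the preset and with an estimated correlation. A raised member need not be highest in its own tissue. The highest mean lay there for 12 of 12 members in cerebellum, but for 4 of 10 in ovary, 2 of 6 in gall bladder and 3 of 6 in duodenum. Cerebellum had 12 of 12 members raised, liver 12 of 12 and testis 13 of 13. Ovary had 8 of 10 raised and gall bladder 5 of 6. Kidney had 10 of 11 (11 when adjusted over the list alone) and duodenum 5 of 6 (6 over the list alone). In urinary bladder 7 were raised and 2 lowered of 9, and in thyroid 9 were raised and 1 lowered of 11. The weakest result with an estimated correlation was that of testis (camera, adjusted p = 0.000796).

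Drug metabolism was read in liver against the mean of the other tissues. CYP1A2, which oxidises planar drugs, was 8.13 ± 0.20 log2 higher in liver (n = 12), and CYP3A22, CYP2E1 and CYP2D6 were higher by 7.28, 7.17 and 7.15. The sulfotransferase SULT2A1 was raised by 7.45 and the bile-acid and anion carriers SLCO1B3, ABCB11 and SLC10A1 by 7.55, 7.23 and 7.19. CYP1B1 went the other way at -2.23, with its highest mean in ovary (14.12), and CYP2C18 at -1.49. CYP3A29 was higher in jejunum (14.98) than in liver (14.58).

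Of 75 genes measured in these lists, 58 were higher in liver, 12 were lower, and 39 had their highest mean there. The P450 list had 18 raised and 2 lowered of 21 (camera, adjusted p = 2.17e-05 with an estimated correlation). Flavin monooxygenases and aldehyde oxidase had 5 raised and 1 lowered of 6 (0.00123), with FMO2 lowered at -0.76 and highest in lung (13.59). Reductases had 9 raised and 2 lowered of 13 (0.000327), with AKR1C1 at 6.08, AKR1B1 at -1.69 and DHRS4 at -0.44. Glucuronosyltransferases had 9 raised of 10 (0.000423), UGT2B15 at 6.61 and UGT2A3 at 6.26, while UGT2B4 was not called. Acetyl- and sulfotransferases had 7 raised and 3 lowered of 10 (0.00253), with SULT1C3 at -1.03 and highest in testis (14.86), SULT2B1 at -0.67 and NAT1 at -0.53. Transporters had 10 raised and 4 lowered of 15 (2.70e-06). The lowered ones were SLC22A2 (-1.58), SLC22A6 (-1.05) and SLC22A8 (-0.86), which are renal carriers, and ABCG2 (-0.79).

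Ovary and testis were compared on their shared slide, 6 arrays each. FST, the activin antagonist of the follicle, was at least 7.28 log2 higher in ovary. The steroid enzyme HSD3B2 was higher by 6.02 ± 0.40, the matrix gene THBS1 by 5.82 ± 0.30 and VCAN by at least 5.54. PTHLH was at least 38.2-fold higher, because it lay at or below the detection limit on all 6 testis arrays. AQP9 (5.97 ± 0.79) and TIMP1 (5.58 ± 0.30) were higher in ovary as well. In testis the sperm gene CRISP2 was higher by at least 8.35 log2, KLHL10 by at least 8.02, AKAP4 by at least 7.89 and CETN1 by at least 7.78, and HSPB9 differed by -8.39 ± 0.23. BANF2 was at least 264-fold higher in testis. DPY19L2 was at least 236-fold and C9orf57 at least 157-fold higher in testis.

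In all, 5923 genes differed by at least 1 log2 unit, 2669 higher in ovary and 3254 in testis (limma, adjusted p under the threshold). Of the 17188 genes tested, 4327 had no overlap between the groups, where chance alone separates 0.216%. Of 56 lists, that of testis was lowered in 13 of 13 members (adjusted p = 1.45e-11, and adjusted p = 0.0285 with an estimated correlation). Extracellular matrix had 9 raised and 1 lowered of 12, with FN1 at 4.81, COL5A1 at 3.63 and POSTN at -1.58 (adjusted p = 2.71e-05, but adjusted p = 0.457 with an estimated correlation). Endothelium had 6 of 6 raised, among them TEK at 2.84 and CLDN5 at 2.01 (adjusted p = 0.000980, but adjusted p = 0.457 with an estimated correlation). Immediate early genes had 7 of 9 raised, with FOS at 3.50 and EGR1 at 3.30 (adjusted p = 0.00580, but adjusted p = 0.475 with an estimated correlation). The steroid synthesis list was not called (2 raised and 2 lowered of 13, adjusted p = 0.822), with HSD17B2 (2.94) higher in ovary and CYP17A1 (-3.81) and CYP19A3 (-4.83) higher in testis. The ovary marker list was not called either (4 raised of 10, adjusted p = 0.254), although FOXL2 was higher by 2.61. Sex and tissue are the same split here, and these tissues differ in cell composition.

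Sex was next compared over the 16 tissues that both sexes have, with 6 female and 6 male animals as replicates. EIF1AY, a gene of the Y chromosome, was lower in females in 16 of 16 tissues. Its female mean of 6.32 lay below the detection limit, so only bounds can be given, from at least 4.46 to at least 6.58 log2 in the single tissues. Its X-linked partner EIF1AX was higher in females by 0.31 ± 0.05, EIF2S3 by 0.56 ± 0.05 and ZFX by 0.56 ± 0.07. The probe set named ZFY was also higher in females, by 0.55 ± 0.08, and averaged 11.72 in them, although the name is that of a Y-linked gene. The probe sets named EIF2S3, and those named ZFY, disagree with each other, and the mean of a gene's probe sets gave -2.89 and -0.36. GNLY, of cytotoxic lymphocytes, was higher in females by 0.78 ± 0.13 (limma, adjusted p = 0.0415), in 15 of 16 tissues, and was no longer called without the 2 arrays titled bad. TNP1, a spermatid gene, averaged 7.36 in males and lay below the limit in females (6.34), in the same direction in 12 of 16 tissues. It was no longer called without the male arrays that carry testis transcripts.

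These 7 genes were the only ones called, 5 higher in females and 2 in males, against 1010 at an unadjusted p under 0.05. The X-linked list had 3 of 8 members raised (7 over the list alone; camera, adjusted p = 8.74e-20, and adjusted p = 0.0181 with an estimated correlation), with KDM6A at 0.54, TXLNG at 0.52 and KDM5C at 0.10. Testis markers had 1 of 13 lowered (6 over the list alone; adjusted p = 1.30e-08, but adjusted p = 0.285 with an estimated correlation), with PRM1 at -1.04 and PRM2 at -0.80, a list that is high on the male arrays that carry testis transcripts. The lists of liver, fast muscle fibre, stomach fundus, skeletal muscle and exocrine pancreas were called higher in females (adjusted p from 7.78e-05 to 0.00254), but none with an estimated correlation (adjusted p of at least 0.117), and none of their members was called. The Y-linked list, with 1 raised and 1 lowered of 6, was not called (adjusted p = 0.455). For a count of 7 genes chance was not excluded, because 5 of 100 divisions of the animals gave at least as many. Among divisions with 2 of the 4 animals whose labels carry no number on each side, as the sexes have, 1 of 100 did, the real one. These divisions were counted only after the result was seen.

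Within single tissues liver had the most genes called between the sexes, although at an unadjusted p under 0.05 heart (1532), duodenum (1278), jejunum (1133) and thyroid (1056) had more than liver (1036). In heart 3 female arrays and no male array lay on a second slide, so slide and sex are partly mixed there. In thyroid the animals whose labels carry no number were all female, so animal set and sex are partly mixed. HSD17B2, which inactivates sex steroids, averaged 13.76 ± 0.60 in females and 7.28 ± 0.89 in males (n = 6 each), a difference of 6.48 ± 0.37. C12orf59 (at least 4.26), SCGB1A1 (3.91 ± 0.80) and CYP2A13 (2.80 ± 0.48) were also higher in females. DCXR (-4.92 ± 0.96), NRN1 (-3.68 ± 0.53) and KCTD4 (-3.39 ± 0.33) were higher in males, but the DCXR level varied widely among males (12.22 ± 3.08). CUX2 (-2.04) and AHR (-1.08) were also higher in male liver, and both were chosen after their values were seen.

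**Figure D2:**
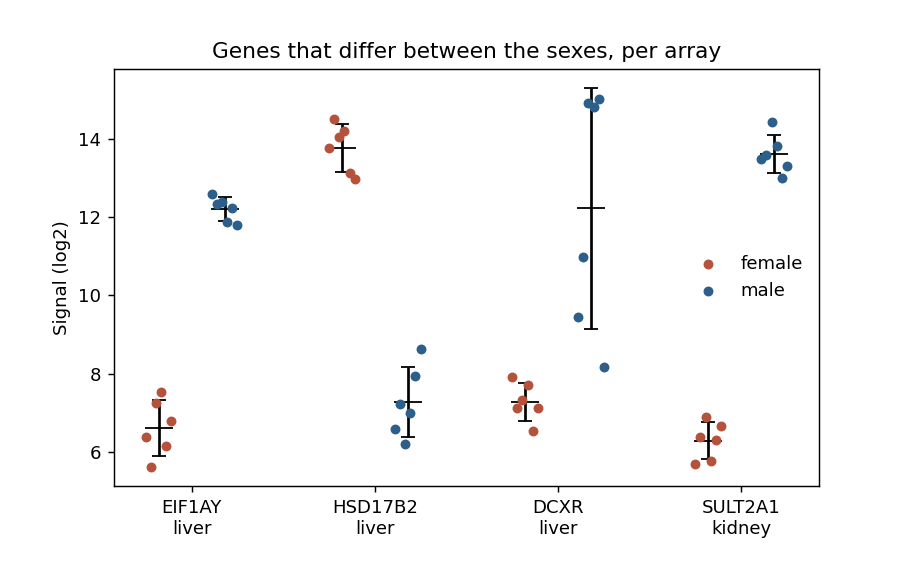
Log2 signal per array of EIF1AY, HSD17B2 and DCXR in liver and of SULT2A1 in kidney, by sex. Dots are arrays, and black lines give mean ± SD. HSD17B2 is higher in females and the other genes in males.

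In kidney SULT2A1, a sulfotransferase of steroids, averaged 13.60 ± 0.49 in male and 6.30 ± 0.47 in female kidney (n = 6 each), a difference of at least 6.91 log2, and 4 of 6 female arrays lay at or below the limit. TRDN was also higher in male kidney (-3.84 ± 0.39). In thyroid SULT1E1, chosen after its values were seen, was at least 11.1-fold higher in males (n = 5 and 4). DOCK5 was higher in male cerebellum (-1.10 ± 0.16, limma, adjusted p = 0.0442). EIF1AY was called in all 16 tissues, and its highest female array (7.98) lay below its lowest male array (10.22).

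Across tissues 71 pairs of gene and tissue were called, covering 56 genes. Liver held 52 of them (22 higher in females and 30 in males), kidney 3, cerebellum and thyroid 2 each, and the other 12 tissues only EIF1AY. For liver chance was excluded, since no other division of the animals gave more than 3 genes. For the total of 71 it was not, since 9 of 100 divisions gave as many and the highest gave 891, but only 2 of 100 did with 2 unnumbered animals on each side (highest other 583). Without liver replicate 12 and gall bladder replicate 2, whose titles end in the word bad, 83 pairs were called, 64 of them in liver. The sex difference depended on tissue for 47 genes, 21 of them largest in liver, but for this count chance was not excluded (29 of 100). The 47 include genes high in testis, namely PRM1, PRM2, TNP1 and HSPB9, largest in urinary bladder, and CRISP2, largest in skeletal muscle. Some male arrays of both tissues carry testis transcripts.

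The labels name 4 animals without and 8 with a number, and the sets were compared over the same tissues with sex as a covariate. FOS, an immediate early gene, was lower in the unnumbered animals (-1.27 ± 0.19), and NR4A3 likewise (-1.31 ± 0.21). SEPT7 (-1.25 ± 0.12), OR2J3 (-1.23 ± 0.17) and OR6C3 (-1.17 ± 0.21) were lower too. NR1D1, a repressor of the circadian clock, was higher by 0.72 ± 0.21 in 15 of 16 tissues, and GALNT12 (0.70 ± 0.13), NPPB (0.70 ± 0.13), SRM (0.67 ± 0.12) and TAC4 (0.66 ± 0.14) were higher as well. In all, 2929 genes were called (limma), 703 higher and 2226 lower in the unnumbered animals, with 432 beyond 0.5 log2. Array brightness followed the sets in some tissues. In skeletal muscle array medians ran from 7.83 to 7.93 in unnumbered and from 8.32 to 8.59 in numbered animals. In heart they ran from 8.18 to 8.34 and from 8.45 to 8.73. In lung the brightest array (9.14) was that of an unnumbered animal. The excess of lower genes may thus rest partly on brightness, and its split after centring is not given here. Immediate early genes had 7 of 9 lowered, FOSB at -1.06 and EGR1 at -0.84 (camera, adjusted p = 0.00167, but adjusted p = 0.825 with an estimated correlation). What the label style stands for is not stated.

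Variability among animals was measured per tissue as the share of genes with a coefficient of variation over 10%. Stomach fundus had the highest share with 29.5% of genes (bootstrap 20.6% to 31.2%), followed by aorta with 26.8% (14.2% to 29.0%, n = 9). These intervals overlap, and the median coefficient was higher in aorta (7.72%) than in stomach fundus (7.19%). At a coefficient over 50% of linear values the shares were 41.5% in aorta and 41.7% in stomach fundus. Skeletal muscle (22.1%), ovary (18.3%) and liver (13.1%) were lower. Heart (12.3%), urinary bladder (12.1%), lung (10.9%) and jejunum (10.4%) came next, then duodenum (8.12%), testis (7.58%), kidney (7.40%) and gall bladder (7.18%). Thyroid (5.16%), colon (4.59%) and spleen (4.49%) were low, and cerebral cortex (2.05%) and cerebellum (1.81%) lowest.

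**Figure D3:**
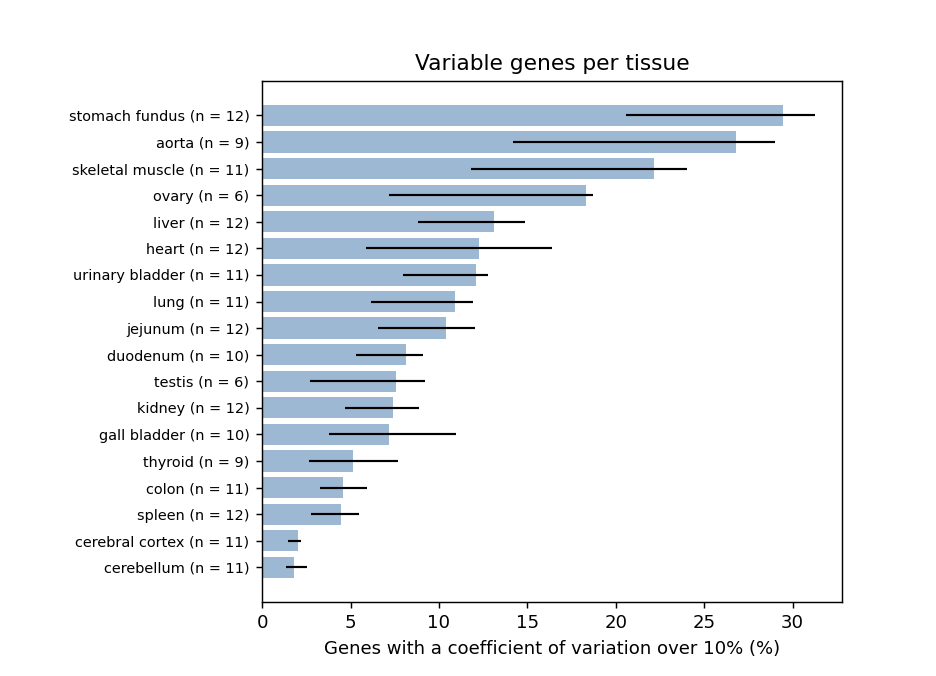
Share of genes with a coefficient of variation over 10% in each tissue, in percent. Bars give the share and lines the 95% bootstrap interval over animals. Stomach fundus is highest and cerebellum lowest.

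The most variable genes differed only in part by tissue. EIF1AY was among the 4 leading genes in skeletal muscle, kidney, liver and cerebellum, and was variable in 17 tissues. MFSD8 was variable in 18 tissues, PCDHB16 and FABP4 in 13 each, CALCA in 12 and SULT2A1 in 11. The sexes were pooled here, and EIF1AY, SULT2A1 in kidney, and HSD17B2 and DCXR in liver differed between them. In stomach fundus the squamous epithelial genes SERPINB5 (38.2%) and DSG3 (38.0%), the water channel AQP4 (38.0%) and OLFM4 (37.2%) varied most (n = 12), and SERPINB5 ranged from 5.67 to 14.21. For DSG3 a single array made the value, which was 14.7% without replicate 9. In kidney SULT2A1 (38.6%), EIF1AY (34.8%) and the urea carriers SLC14A1 (33.8%) and SLC14A2 (32.5%) led. Ovary showed PTGS2 (42.3%), FSHR (37.5%), OVGP1 (36.9%) and FABP4 (35.4%, n = 6), among them the prostaglandin enzyme of ovulation and the receptor of follicle-stimulating hormone. Without the array farthest from the median, PTGS2 fell to 2.47%, OVGP1 to 11.6% and FABP4 to 17.1%. Skeletal muscle showed EIF1AY (39.7%), CALCA (38.4%) and the sperm genes CRISP2 and TNP1 (33.5%), which were highest on replicate 9, an array that carries testis transcripts. In liver DCXR, HSD17B2 (32.9%), EIF1AY (31.4%) and GLYATL2 (27.5%) led, and in cerebellum EIF1AY (30.8%), PCDHB16 (27.2%), C6orf10 (26.6%) and MFSD8 (25.7%).

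Of 336 pairs of list and tissue, 32 held more variable members than chance and 0 fewer (Fisher's exact test). In kidney the testis markers had 10 of 13 variable (adjusted p = 3.70e-07), but 2 of 13 without the arrays that carry testis transcripts (adjusted p = 0.680). Also in kidney, P450 genes had 10 of 21 (0.000131), liver markers 6 of 12, with TF at 17.9% (0.00370), urinary bladder markers 6 of 9 (0.000939), T-cell markers 4 of 9 (0.0345, but adjusted p = 0.0597 without those arrays), solute carriers 6 of 19, with SLC12A3 at 18.7% and SLC5A2 at 11.9% (0.0296), and the renin-angiotensin list 4 of 10, with MME at 14.8% and AGT at 10.7% (0.0457, but adjusted p = 0.0755 without those arrays). In stomach fundus the gastric markers had 9 of 9, with GIF at 27.8% and TFF2 at 10.5% (0.00112), and cell adhesion 19 of 34, with CDH17 at 36.0% and DSG2 at 11.2% (0.0296). In ovary proliferation had 7 of 8 (0.00220) and cholesterol synthesis 7 of 12 (0.0326), while steroid synthesis was not enriched. The measure divides by the mean, so dim genes pass it more easily. The kidney's own markers lay below the median of the tissue by up to -2.49 log2 (replicate 4), and the urothelial gene UPK2 varied in kidney too (25.7%), so the sampled parts of the organ may not have been alike. Of the 12 arrays of stomach fundus, 8 correlated best with duodenum or urinary bladder.

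**Figure D4:**
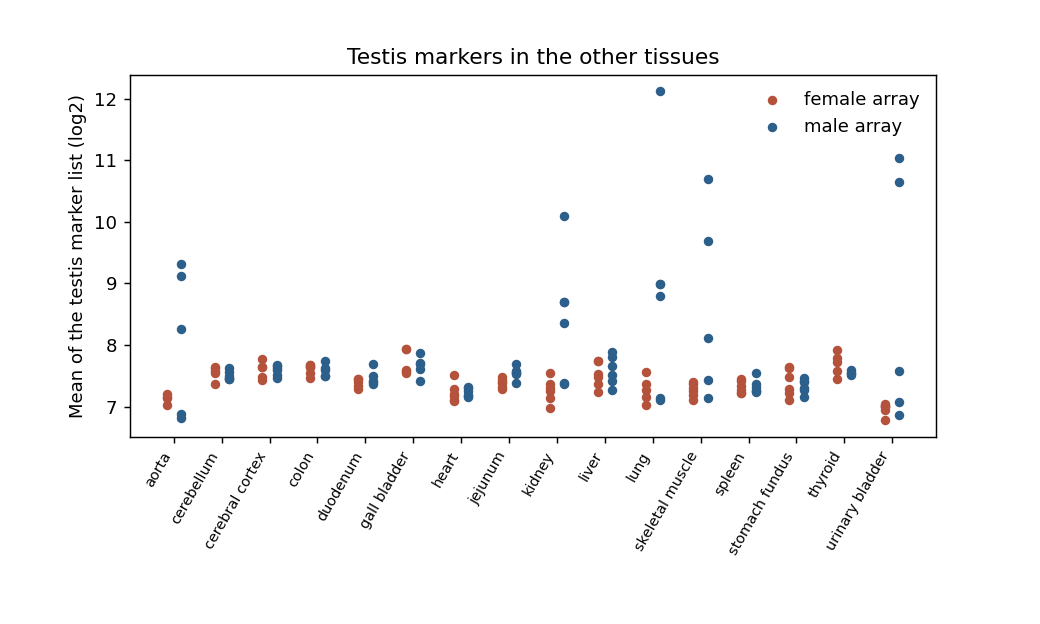
Mean log2 signal of the testis marker list on every array outside ovary and testis, by tissue and sex. Dots are arrays. Male arrays of aorta, kidney, lung, skeletal muscle and urinary bladder reach above the female arrays.

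Drug targets were read in 6 tissues without a test. C5, the complement component, had the widest range, from 14.04 ± 0.16 in liver (n = 12) to below the limit in heart and spleen. RXRG, a retinoid receptor, followed with a range of 6.63 and its highest mean in heart (13.65 ± 0.28). ADRA1A (14.20) and EGFR (12.25) were highest in liver, PTGS2 (12.61) in lung, CD3D (12.11), CD33 (11.95) and TNF (11.60) in spleen, and ERBB2 (12.34) in colon. Of 28 targets, 28 exceeded the limit in lung, 27 in colon, 26 in spleen and 25 each in kidney, heart and liver, and 22 did so in all 6 tissues. ITGA4 lay below the limit in colon, kidney and heart, and MS4A1 in kidney, heart and liver. The median range was 3.33 log2. Among the single genes, HEPN1 averaged 13.84 ± 0.26 in cerebral cortex (n = 11) and 13.31 in cerebellum. HEPACAM, which overlaps HEPN1 in part on the other strand, averaged 13.67 and 13.12, and levels of different probe sets are not compared here. AGT was highest in lung (13.26), PTGS1 in gall bladder (9.15) and TYMS in duodenum (10.95).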

Values the study reported

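The study describes 18 tissues and names 12 animals per tissue as replicates, with equal numbers of males and females, but gives 9 to 12 animals for the 13 tissues in which variable genes were counted. Its arrays were reported to monitor ~17,000 genes. The share of variability in the leading principal components was reported as 29 %. Highly variable expression, at a CV above 10 %, was reported for about 2–3 % of the genes in cerebellum and for up to 30 % in stomach of minipigs.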

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

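Of the tests below, the test of clock genes and the divisions of the animals or arrays were planned. Quantile normalisation, centring and removal of the means of animal sets were planned as alternatives, but their use to test an explanation, like the other tests, was chosen only after the result was seen.

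Single arrays stood apart from their group, by the gap to the nearest array divided by the range of the group, in 12 of 146 groups tested. For independent groups chance alone gives about 1 in 20, or 7.3. That number is no fair measure here, because groups share arrays and the most variable genes of ovary were picked for their spread. Groups with 11 or 12 arrays were not tested, so most whole tissues were not checked this way. Of the 12 groups found, the following 11 are reported here. Ovary replicate 2 was low for PTHLH (0.769), HSD3B2 (0.787), AQP9 (0.922) and TIMP1 (0.743), and high for CETN1 (0.843) and OVGP1 (0.772). Ovary replicate 6 was high for PTGS2 (0.950) and FABP4 (0.660). The remaining ones were the array median of gall bladder replicate 2 (low, 0.617), whose title ends in the word bad, TMPRSS15 in duodenum replicate 7 (low, 0.618) and KCTD4 in the liver of female replicate 6 (low, 0.639). Stage of the cycle is not given for the females, and no explanation was tested.

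Sex differences of the named genes were set against those of the other tissues. Because these genes were named for their difference in that tissue, this is no independent test that tissues differ. In liver the values were 6.51 log2 for HSD17B2, 4.51 for C12orf59, 3.80 for SCGB1A1, 2.71 for CYP2A13, -4.86 for DCXR, -3.66 for NRN1 and -3.38 for KCTD4 (female minus male), and in kidney -7.10 for SULT2A1 and -3.86 for TRDN. For EIF1AY the test gave 1.25 in aorta, 0.71 in urinary bladder, -0.66 in colon, -0.86 in duodenum, -0.75 in heart and -0.78 in skeletal muscle. Its female signal lay near or below the detection limit (66 of 88 arrays at or below it), as did that of SULT2A1 in kidney and the male signal of C12orf59 in liver, so these values rest partly on background and their size is not a measured difference. Of all genes, 47 had a sex difference that depended on tissue, SCGB1A1 not among them, but chance was not excluded for this count, because 29 of 100 divisions gave as many and the highest, with all 4 unnumbered animals on 1 side, gave 1247. Among divisions with 2 unnumbered animals on each side, as the sexes have, counted after the result was seen, 8 of 100 gave as many (highest other 336). Genes high in testis, such as PRM1 and TNP1, are among the 47 and were largest in urinary bladder, where some male arrays carry testis transcripts.

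Testis transcripts appeared on 15 male arrays of aorta, kidney, lung, skeletal muscle and urinary bladder, from 5 animals, and on 0 of 61 male arrays of the other 11 tissues. In skeletal muscle replicate 9, PRM1 reached 14.86 and TNP1 13.18. On 14 of the 15 arrays, the mean of 50 abundant testis-enriched genes outside the marker list exceeded that of every female array of the tissue. This may reflect testis RNA carried into the samples. The estimated share was 28.1% in lung replicate 9, whose column may be exchanged, 8.33% in the next highest array and under 1% in 9 of the 15. PRM1 was at least 11.38 on all 15, higher than such small shares would give on a linear scale, so the size of the share is uncertain. Expression by males in general is argued against by 8 of 27 male arrays of these tissues that lay at or below the highest female array, and a wrong label by the arrays' own tissue markers, which fell at most to -1.81 from the median of the tissue. At which step testis RNA entered was not tested.

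The sets of animals with unnumbered and numbered labels differed in 2929 genes, more than any other division of the animals gave (highest 5, 1 of 100 as large). Array brightness as the whole cause is argued against by 3182 genes after quantile normalisation, of which 2207 were shared, and by 1677 shared genes after centring of each array. The other calls depended on the normalisation, so brightness may account for a part. A few arrays that stand apart are argued against as the whole cause by 1887 genes without the 25 arrays in doubt. Time of day cannot be told apart from other causes: clock genes other than NR1D1 gave a signed mean difference of 0.128 log2 (exact permutation test, two-sided p = 0.56 over 225 divisions, smallest possible 0.00444). A difference in origin, delivery or handling of the animals may also be the cause and was not tested.

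Many genes varied in stomach fundus, where 8 of 12 arrays correlated best with duodenum or urinary bladder and replicate 9 lay -4.03 log2 from the median of the gastric markers. After the gastric and smooth muscle list means were removed, 23.4% of genes stayed variable, against 29.5% before. This cannot decide whether different shares of mucosa and muscle wall are the whole cause. Shares add up on the linear scale, but the fit was made on log2 values. Such shares may account for a part, since 100 permutations of those means left at least 24.7%. With each array centred on its median 26.4% stayed, and with the means of the animal sets removed 26.9%, so neither brightness nor animal set accounts for most of it. Differences in the sampled site of the stomach were not tested.

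Chance labelling of the arrays was excluded for the genes enriched in 1 tissue (1504, highest other division 5) and the organ pairs (407, highest 0). The same held for the marker lists (19, highest 7) and the drug genes of liver (58, highest 0). For these 4 results 1 of 40 divisions, the real one, was as large. Such divisions mix the tissues, so a far smaller result was bound to follow, and they cannot separate tissue from slide. For ovary against testis (5923, highest 0) 1 of 100 divisions, the real one, was as large. These divisions also mix the tissues, so a far smaller result was bound to follow there too. Chance was excluded for the sex difference in liver (52, highest 3), where 1 of 100 divisions, the real one, was as large. It was not excluded for sex across tissues (7, highest 92), where 5 of 100 divisions were as large, nor for sex within all tissues (71, highest 891), where 9 were. The division with 92 genes put all 4 unnumbered animals on 1 side and that with 891 put 3, which points to that structure of the samples. Each sex holds 2 of the 4, and divisions that do so were counted after the result was seen. For sex across tissues 1 of 100 was as large, the real one (highest other 2), so chance was excluded against these divisions only. For sex within tissues 2 of 100 were as large, and the highest other gave 583 pairs, so chance was not excluded for that count. EIF1AY, a gene of the Y chromosome, made up 16 of the 71 pairs. What raised the count to 583 was not tested. With the animal set as a covariate, sex across tissues gave 14 genes in place of 7, and sex within tissues 86 pairs in place of 71.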

How the results depend on the processing

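The analyses without the arrays in doubt, with testis transcripts or titled bad, with exchanged lung columns, slide as a block and array files for ovary against testis, sex within tissues and variable genes, and for the sets of animals those with the animal as a random block or in tissues with all 12 animals, were chosen only after the data were seen, as were both alternatives for the drug targets and the variable lists without testis transcripts (22 against 32). Of the alternatives to results that answer a comparison, 95 stayed within 1.5 times the reported count or kept their side of the threshold, and 13 did not. Fits with 1 animal or array left out are counted apart, and of these 52 stayed and 8 did not. Genes enriched in 1 tissue numbered 1504, but 834 with females only, who have no testis, 866 with a gap of 3 log2 and 3514 with a gap of 1 log2. Drug genes higher in liver fell from 58 to 23 when liver had to exceed the highest other tissue. Sex across tissues gave 7 genes, 14 with centred arrays, 14 with the animal set as a covariate, 3 in tissues with all 12 animals and 29 with the animal as a random block, which included all 7. Leaving out 1 animal at a time gave between 4 and 12 genes, 4 without the animal of liver replicate 3, 4, 5, 6 or 12 and 12 without that of liver replicate 7. With the mean of a gene's probe sets EIF2S3 (-2.89) and ZFY (-0.36) reversed, since probe sets of these names disagree. Sex within tissues gave 71 pairs, 44 without the trend of the prior, 1084 in 1 fit of all 34 groups and between 48 and 98 with 1 animal left out. The sets of animals differed in 2929 genes, 1887 without the arrays in doubt (1799 shared), and between 1720 and 3049 with 1 animal left out, the lowest without the animal of liver replicate 8, and 1829 without that of replicate 7. The mean share of variable genes was 11.3%, 6.14% for an SD over 1 log2 and 17.8% for a coefficient over 50% of linear values. Ovary against testis ran from 5677 to 6160 genes with 1 animal left out. Blocking by animal, the pairing of the design, gave 1501 enriched genes, 406 in organ pairs, 58 drug genes and 2835 for the sets of animals. Except where a value or the setting itself shows it, the cause was not tested. Of values for named genes, directions and single tissues, 1971 stayed, 146 moved, 27 weakened and 2 reversed. With 1 animal or array left out, 1045 such values stayed, 42 moved and 61 weakened. Without the arrays titled bad GNLY was 0.79 log2 and no longer called, and 6 genes differed by sex across tissues. Signal near the limit of 6.64 log2 restricts what dim genes can show.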

Other observations

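Lists of cells other than the main cell of a tissue were read in every tissue without a test, and the single arrays described after them were chosen only after their values were seen. Macrophage markers averaged highest in spleen (14.38 log2) and lung (14.02), and neutrophil markers in lung (12.91), ahead of spleen (9.36). Endothelial markers were highest in lung (12.96) and ovary (11.66), and smooth muscle markers in urinary bladder (14.32) and colon (14.13). T-cell markers led in spleen (11.36) and jejunum (9.87), B-cell markers in spleen (11.43), and plasma-cell markers in spleen (11.85) and duodenum (11.75). Adipocyte markers were highest in thyroid, ahead of colon (10.04).

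Some single arrays carried markers of another tissue. Urinary bladder replicate 1 had the highest skeletal muscle list mean of its tissue, which averaged 9.24. Heart replicate 4 had a gastric list mean of 10.27 against 8.22 for its tissue, and heart replicate 1 a liver list mean of 9.86 against 7.77. Stomach fundus replicate 1 had a small intestine list mean of 10.47 against 7.68, and replicate 9 a neutrophil list mean of 12.11 against 7.67. Gall bladder replicate 3 had a gastric list mean of 10.49 against 7.93. In all, 9 arrays correlated best with another tissue than their own, 8 of stomach fundus (replicates 1, 2, 8 and 10 with duodenum and 6, 9, 11 and 12 with urinary bladder) and jejunum replicate 1 with duodenum.

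Here ovary and testis had 6 arrays each, since each comes from 1 sex. That is lower than the number of replicates quoted from the study above, and all arrays deposited were used.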
